A study of Danio rerio with 15 samples.

How the data were processed

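RNA-seq libraries from the forebrain, midbrain and hindbrain of adult zebrafish were compared between fish kept in water low in oxygen (hypoxia) and fish kept in normoxia (control). Per the labels' protocols, the dissolved oxygen in the hypoxic water was 1.15 ± 0.6 mg/L, and the kind of error was not stated. Per the labels' protocols, ribosomal RNA was removed from total RNA and the libraries were strand-specific. The deposited values are counts, that is, whole numbers of reads per feature that were not normalized, with 1 column per library and 1 table per region. The aligner, the counting program, the genome build, the annotation, the duration of the hypoxia and any filter on the features are not stated in the labels or the tables. Features with an identifier starting with ENSDARG are called annotated features here. Features with an identifier starting with MSTRG are called unannotated loci, and the labels name the tables after long non-coding RNAs (lncRNAs), RNAs that are not translated. How the unannotated loci were chosen is not stated.

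Samples were grouped by the region, the treatment and the replicate number in the labels, and every column of the tables carried the short name of 1 library. The 15 libraries used here formed 6 groups, with 3 control and 2 hypoxia libraries in each region. Total counts per library ranged from 6394303 to 10030185. Counts scaled to a library total of 1000000 are called CPM. At these depths, 3 counts, taken as the floor, corresponded to between 0.299 and 0.469 CPM. Intervals for shares of counts are exact 95% binomial intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Repeated lines for the same unannotated locus (40 in forebrain, 74 in midbrain and 121 in hindbrain) held identical counts and were used once. The same 32520 annotated features were present in the 3 tables. Only 1 MSTRG number occurred in all 3 tables, and whether a number means the same locus in each table is not stated, so loci were tested within a region and never joined across regions.

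Within each region, hypoxia was compared with control by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts by group and robust estimation of the spread. Features with a Benjamini-Hochberg adjusted p under 0.05 were called. Every adjusted p in the text is from this test unless another tool is named. The standard error (SE) of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. The biological coefficient of variation (BCV) is the square root of edgeR's common dispersion. The annotated features of all 15 libraries were also fitted together, to test hypoxia with the region as a covariate and to test the interaction of region and treatment. The regions were compared with each other in the 9 control libraries. CPM values are given as the mean ± SD over libraries. A feature was said to separate the groups when both hypoxia libraries lay above, or both lay below, all 3 controls in CPM. Libraries drawn at random would do so for 20% of features. Where all libraries of a group were at or under 3 counts, the fold was computed against the floor and is a lower bound.

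The labels number the replicates 1 to 3, and these numbers were the only source of pairing. How fish were pooled into libraries is not stated, so every n, SD and BCV refers to libraries and not to fish. The numbers cannot join the same fish across treatments, and whether libraries of different regions with the same number came from the same fish is not stated. Whether they pair libraries of different regions was checked by correlating, across features, the deviations of the libraries from their group means. For control against hypoxia within a region, control replicate 1 minus 2 was correlated with hypoxia replicate 1 minus 2. Control replicate 3 was not used in that check. A fit with the replicate number as a block was made for each result. In the fits within regions the block joined same-numbered control and hypoxia libraries. No hypoxia library is numbered 3, so control replicate 3 did not bear on the estimated hypoxia effect there. Those block fits rest on 2 pairs that need not share fish, and their adjusted p values are no added evidence. In the fits of all 15 libraries the block was the number within its treatment, so control and hypoxia libraries never shared a block. These fits, with or without the block, take the spread between libraries and not between fish as the error of the hypoxia effect. If libraries with the same number are from the same fish, their adjusted p values for hypoxia can be too small, and a fit on counts summed over the 3 regions, with 3 control and 2 hypoxia sums, is given beside them.

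The design, the alternatives and the rule for naming features were set before the data were examined. The rule named, in each region, the features with the largest rise and the largest fall among those called, with a mean log2 CPM of at least 1 and with separated groups, ranking annotated features and loci apart. In the fit of all regions it named those with the largest changes and the same direction in all 3 regions. Because the tables do not pair identifiers with gene names, at most 2 features per direction are named, by identifier, also in the fit of all regions, where the rule had allowed 3. A table of 49597 zebrafish genes was at hand, but 0 of its entries carried an Ensembl identifier, and 0 features could be matched to a name. A planned test of a list of genes known to respond to low oxygen was therefore not run. Positions in the genome, gene types, and checks of GC content and gene length are not given for the same reason. Near-identical gene copies could not be identified, so any feature named here may share reads with a copy. A genetic difference between control and hypoxia fish was not excluded, so a feature at 0 counts in a group need not reflect hypoxia.

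The alternatives tried were DESeq2 size factors and upper quartile normalization, leaving out features above 1% of any library, no filter, a mean count of at least 10, non-robust estimation, DESeq2 1.42.0, the replicate block, all 15 libraries in one fit, annotated features only, a further threshold of 1 on the absolute log2 fold change, adjustment over the loci alone, counts summed over regions, and leaving out each replicate. Thinning all libraries to the lowest depth was added after the data had been seen. The fits were tested on simulated counts drawn from the means and spreads of the real libraries, with 200 features changed by 2 on the log2 scale. The fits within regions recovered 74.0% of these features in forebrain, 77.0% in midbrain and 83.5% in hindbrain. False calls made up 12.4%, 11.5% and 11.6% of the calls, above the nominal 5%. Each share comes from a single simulated set. The share of false calls depends on how many features are changed, so it does not carry over to the real calls. Features were drawn independently, so a shift of a whole library was not simulated. The fit of all 15 libraries recovered 93.5% with 3.11% false calls, and the interaction test recovered 60.5% with 2.42% false calls.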

Results

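The transcriptome of the adult zebrafish brain was profiled in fish exposed to hypoxia and in normoxic controls, to find long non-coding RNAs and messenger RNAs that change when oxygen is low. Forebrain, midbrain and hindbrain were each represented by 3 control and 2 hypoxia libraries, 15 in all. Total counts per library ranged from 6394303 to 7720335 in forebrain, from 6876857 to 10030185 in midbrain and from 7493723 to 9428317 in hindbrain. Between 26593 and 28348 features had at least 1 count in a library. The most abundant feature in every library was ENSDARG00000087732. Its share of the counts was lowest in hindbrain hypoxia replicate 1, at 3.33% (95% exact interval 3.31 to 3.34%), and highest in midbrain control replicate 1, at 8.30% (95% exact interval 8.28 to 8.32%).

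Replicates were compared before they were averaged. Across features, Pearson's r of log2 CPM between control libraries ranged from 0.913 to 0.950 in forebrain, from 0.935 to 0.962 in midbrain and from 0.962 to 0.975 in hindbrain. The 2 hypoxia libraries correlated at 0.980, 0.972 and 0.985 in these regions. Between a control and a hypoxia library, r ranged from 0.834 to 0.927 in forebrain, from 0.865 to 0.926 in midbrain and from 0.838 to 0.859 in hindbrain. In forebrain the highest of these values exceeded the lowest between controls, whereas in midbrain and hindbrain the ranges did not overlap. These are correlations across features, which are not independent replicates. The chi-square per feature between replicates was at least 4.20, above counting noise, so no pair looked like a library deposited more than once. This check does not measure how well separate samples agree.

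In forebrain, 21010 features were tested for a difference between hypoxia and control. Of these, 1602 had an adjusted p under 0.05, with 629 higher and 973 lower in hypoxia. At an unadjusted p under 0.05 there were 6281. The groups were separated for 10709 features, or 51.0%, against the 20% given by chance. The common BCV was 0.276. The number of calls moved most when a control was left out, rising to 7138 without control replicate 1 and falling to 119 without control replicate 2 and to 48 without control replicate 3. The largest rise among the features that met the naming rule was in ENSDARG00000104204, which had from 0 to 2 counts in the controls and from 102 to 140 in the hypoxia libraries. That difference was at least 35.2-fold (adjusted p = 0.0138). ENSDARG00000091234 rose from 1.39 ± 0.318 CPM (SD, n = 3) to 68.7 ± 6.78 CPM (SD, n = 2), a log2 fold change of 5.59 (SE 0.226, adjusted p = 0.00115). ENSDARG00000076191 fell from 27.1 ± 15.7 CPM (SD, n = 3), or between 112 and 288 counts, to 0 counts in both hypoxia libraries. It was at least 69.3-fold lower (adjusted p = 0.0226). ENSDARG00000098082 fell from between 68 and 120 counts to 0 counts in both hypoxia libraries and was at least 38.1-fold lower (adjusted p = 0.0142). Neither fall passed the threshold when control replicate 3 was left out, with adjusted p of 0.0563 and 0.0531. Over all alternatives the adjusted p ranged from 7.86e-09 to 0.0563 for ENSDARG00000076191 and from 1.18e-07 to 0.0531 for ENSDARG00000098082.

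In midbrain, 2011 of 21129 features were called, 828 of them higher and 1183 lower in hypoxia, and 5989 had an unadjusted p under 0.05. Separated groups were found for 10140 features, or 48.0%, against 20% by chance. The BCV was 0.234. Control replicate 1 minus 2 correlated with hypoxia replicate 1 minus 2 at 0.139 across features. With the replicate number as a block 2287 features were called, although control replicate 3 does not bear on the hypoxia effect in that fit. Leaving that library out, without a block, gave 408. On simulated counts, 32.2% of the replicate block calls in midbrain were false, against 11.5% without the block. ENSDARG00000104204 again had the largest rise among the features that met the naming rule, from between 0 and 2 counts to between 183 and 197 counts, or at least 64-fold (adjusted p = 0.000733; with the replicate block, adjusted p = 1.58e-06). ENSDARG00000105496 rose from 0.171 ± 0.296 CPM (SD, n = 3) to 12.2 ± 6.31 CPM (SD, n = 2), with a log2 fold change of 6.13 (SE 0.872, adjusted p = 0.0108; with the replicate block, adjusted p = 4.52e-05). The size of this change depended on the fit. It was 9.56 with the replicate block, 9.66 without control replicate 3 and 5.45 without control replicate 2. ENSDARG00000075269 fell from between 49 and 196 counts to 0 counts in both hypoxia libraries and was at least 34.7-fold lower (adjusted p = 0.00768; with the replicate block, adjusted p = 1.39e-05). ENSDARG00000098082 fell from between 65 and 112 counts to 0 counts in both and was at least 30.3-fold lower (adjusted p = 0.00269; with the replicate block, adjusted p = 2.88e-05).

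In hindbrain, 10676 of 21854 features were called, which was 48.9% of those tested, compared with 7.62% in forebrain and 9.52% in midbrain. Of these, 5193 were higher and 5483 lower in hypoxia. At an unadjusted p under 0.05 there were 12093. The groups were separated for 14944 features, or 68.4%, against 20% by chance, and the BCV of 0.162 was the lowest of the 3 regions. ENSDARG00000104204 rose from 0 counts in the 3 controls to between 95 and 134 counts, at least 32.6-fold (adjusted p = 2.14e-06). ENSDARG00000039066 rose from 0.385 ± 0.488 CPM (SD, n = 3) to 171 ± 29.0 CPM (SD, n = 2), a log2 fold change of 8.75 (SE 0.383, adjusted p = 6.09e-06). Over the alternatives its log2 fold change ranged from 8.19 to 10.3. Its hindbrain controls held between 0 and 7 counts, but 1041 counts were found in forebrain control replicate 1. ENSDARG00000079347 fell from 36.1 ± 9.46 CPM (SD, n = 3) to 0 counts in both hypoxia libraries, at least 112-fold (adjusted p = 4.35e-06). ENSDARG00000075269 fell from between 118 and 163 counts to 0 counts in both and was at least 55.4-fold lower (adjusted p = 2.36e-07).

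**Figure D1:**
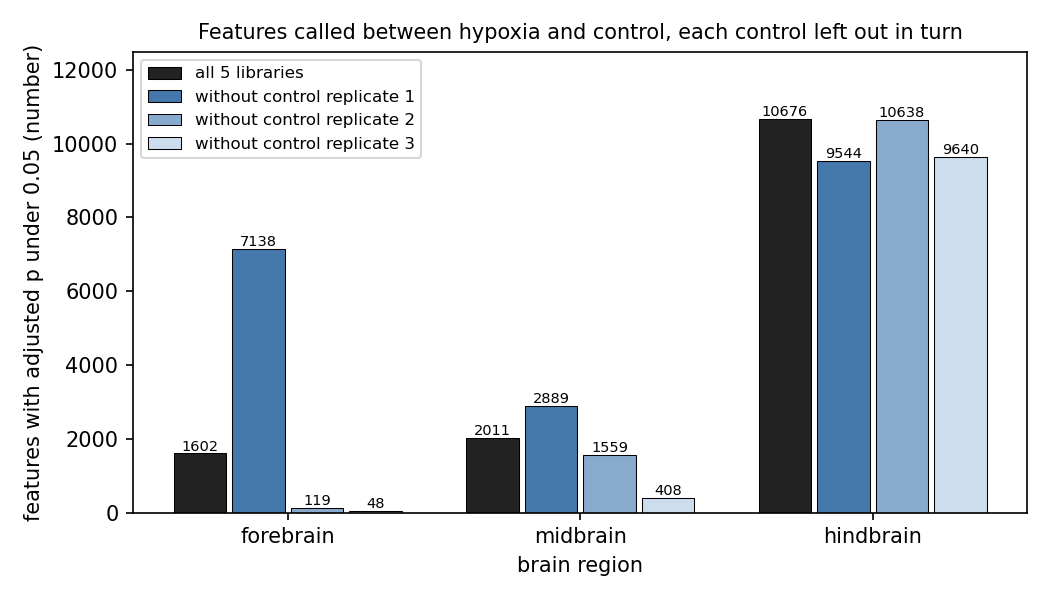
Bars give the number of features with an adjusted p under 0.05 between hypoxia and control in each brain region, with all 5 libraries (black) and with control replicate 1, 2 or 3 left out (shades of blue). In forebrain the number went from 1602 to 7138, 119 and 48, in midbrain from 2011 to 2889, 1559 and 408, and in hindbrain from 10676 to 9544, 10638 and 9640.

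Whether the regions responded alike was examined on the 19573 annotated features tested in all 3 regions. Forebrain and midbrain shared 762 called features, where 127 would be shared if the calls were independent, and 99.9% of the shared features changed in the same direction. Forebrain and hindbrain shared 1170, against 671 if independent, with 99.1% in the same direction. Midbrain and hindbrain shared 1617, against 841 if independent, with 99.8% in the same direction. In all 3 regions 717 features were called, 284 of them higher and 433 lower in each region, and 0 with mixed directions. Across features, the log2 fold changes correlated at r = 0.85 between forebrain and midbrain (Spearman's rho 0.757). The correlation was r = 0.82 (rho 0.708) between forebrain and hindbrain, and r = 0.85 (rho 0.779) between midbrain and hindbrain. Features are not independent replicates, and no p is given for these correlations. Same-numbered controls of different regions deviated together, with a mean correlation of 0.184. Such shared deviations can raise the overlaps, the shares in the same direction and the correlations of the log2 fold changes. The numbers expected from independent calls do not allow for this.

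**Figure D2:**
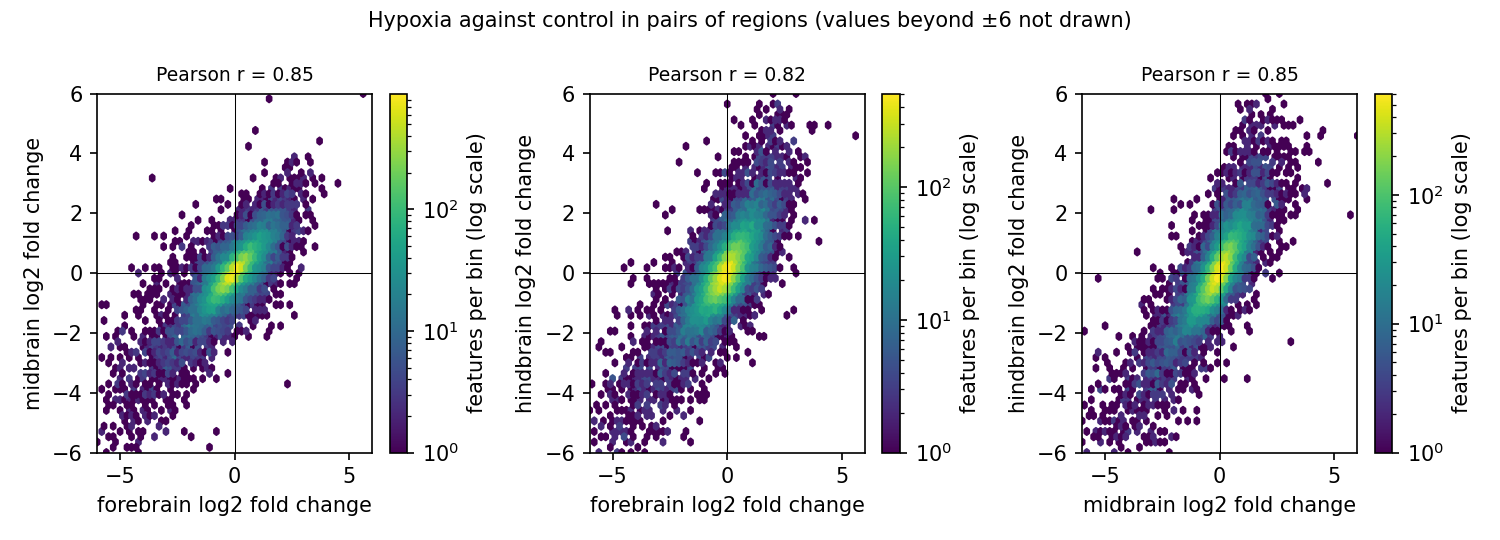
Each panel plots the log2 fold change of hypoxia against control in 1 region on the x axis and in another region on the y axis, for the 19573 annotated features tested in all 3 regions, with the colour giving the number of features per bin on a log scale. The points lie along the diagonal in each panel, with Pearson's r of 0.85, 0.82 and 0.85, and values beyond ±6 are not drawn.

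The difference between regions was then tested directly. In the fit of all 15 libraries, the interaction of region and treatment was called for 12 of 22874 annotated features, and 2506 had an unadjusted p under 0.05. For 9 of the 12 the log2 fold change had opposite signs in some of the regions. The smallest adjusted p, 0.0137, belonged to ENSDARG00000076462, whose log2 fold change was -0.35 in forebrain, 0.65 in midbrain and 1.40 in hindbrain. This feature was named after its values were seen. For ENSDARG00000039066, with log2 fold changes of 1.67, 1.69 and 8.72 in forebrain, midbrain and hindbrain, the interaction did not pass the threshold (adjusted p = 0.494). With a single hypoxia effect for the 3 regions, 11395 of 22874 features were called, 5357 higher and 6038 lower, with 12871 at an unadjusted p under 0.05. The log2 fold change had the same sign in all 3 regions for 97.5% of the called features and for 66.5% of all those tested. Libraries with the same number in different regions deviated together in the controls, with a mean correlation of 0.184 (from 0.0197 to 0.398). In the hypoxia libraries the mean was 0.0545 for the same number. With the replicate number as a block, counted within each treatment, 11495 features were called for hypoxia and 18 for the interaction. With counts summed over the 3 regions, 10352 features were called for hypoxia. The interaction cannot be tested on such sums, and its adjusted p values treat the 15 libraries as independent.

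In the fit of all regions, ENSDARG00000104204 rose from 0.107 ± 0.141 CPM (SD, n = 9) to 17.4 ± 5.80 CPM (SD, n = 6), at least 43.3-fold (adjusted p = 1.65e-09; with the replicate block, adjusted p = 1.50e-08; on summed counts, adjusted p = 2.02e-05). ENSDARG00000091234 rose from 1.68 ± 0.806 CPM (SD, n = 9) to 75.5 ± 21.9 CPM (SD, n = 6), with a log2 fold change of 5.43 (SE 0.234, adjusted p = 1.44e-09; with the replicate block, adjusted p = 1.50e-09; on summed counts, adjusted p = 0.000143). ENSDARG00000075269 fell from 14.7 ± 5.25 CPM (SD, n = 9) to 0 counts in all 6 hypoxia libraries, at least 40.4-fold (adjusted p = 1.35e-06; with the replicate block, adjusted p = 1.85e-07; on summed counts, adjusted p = 0.000611). ENSDARG00000098082 fell from 13.9 ± 3.27 CPM (SD, n = 9) to 0 counts in all 6, at least 38.2-fold (adjusted p = 2.85e-08; with the replicate block, adjusted p = 1.56e-07; on summed counts, adjusted p = 9.73e-05).

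The unannotated loci were examined apart, because the study was directed at long non-coding RNAs. Their tables held 357 loci in forebrain, 553 in midbrain and 789 in hindbrain. In forebrain 128 of 244 tested loci were called, 6 higher and 122 lower in hypoxia. More called loci were lower than higher under every alternative, but the balance depended on the set of calls. In midbrain 188 of 400 were called, 29 higher and 159 lower, and 193 were called with the replicate number as a block. In hindbrain 534 of 581 were called, 238 higher and 296 lower. Adjusting over the loci alone moved the forebrain number to 239, with 74 higher and 165 lower, and the midbrain number to 381, with 166 higher and 215 lower. Of all deposited loci, 66.7% were lower in hypoxia in forebrain, 58.8% in midbrain and 49.3% in hindbrain. Among annotated features the called share was 7.10%, 8.79% and 47.7% in the 3 regions, and among loci it was 52.5%, 47.0% and 91.9%. Counting all deposited loci, 99.2% of the forebrain loci separated hypoxia from control (95% exact interval 97.6 to 99.8%). Chance gives 20%, and the median of 1000 lists of annotated features matched on mean CPM was 47.6%. The share was 97.8% of loci in midbrain (interval 96.2 to 98.9%), with a median of 45.0% for matched lists. In hindbrain it was 95.1% (interval 93.3 to 96.5%), with 58.9% for matched lists. The rule by which loci entered the tables is not stated, so these shares apply to the deposited loci alone. If loci were selected on the difference between hypoxia and control, adjusting over the loci alone counts calls that this selection favoured.

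**Figure D3:**
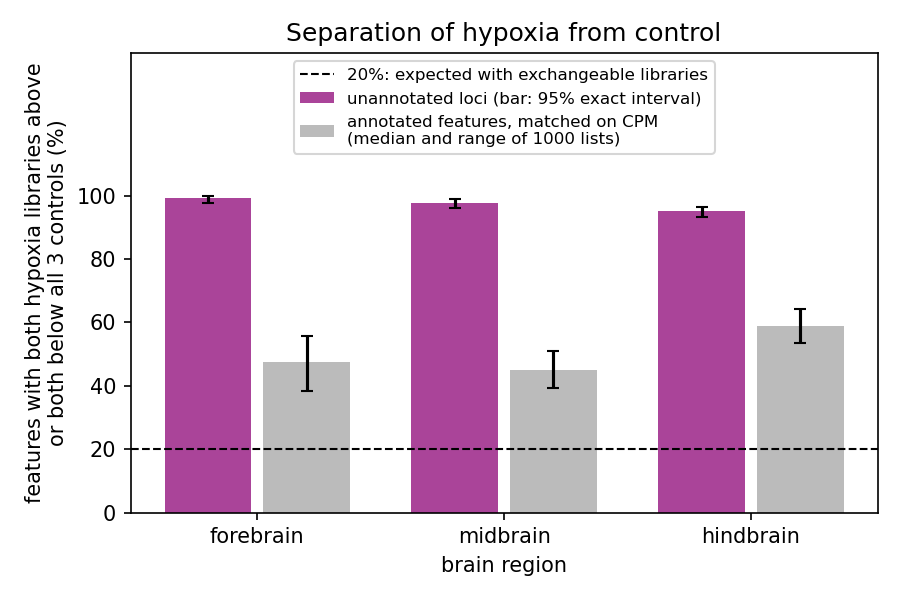
Bars give the percentage of features with both hypoxia libraries above, or both below, all 3 controls in CPM, for the unannotated loci (purple, 99.2%, 97.8% and 95.1%, with 95% exact intervals) and for annotated features matched on mean CPM (grey, median and full range of 1000 lists). The dashed line marks the 20% given by libraries drawn at random, and in each region the loci lie above the highest matched list.

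Among forebrain loci, MSTRG.8548 rose from 1.28 ± 1.56 CPM (SD, n = 3) to 46.5 ± 15.6 CPM (SD, n = 2), a log2 fold change of 5.15 (SE 0.769, adjusted p = 0.0295). Over the alternatives its log2 fold change ranged from 4.73 to 6.87. MSTRG.7726 rose with a log2 fold change of 2.94 (SE 0.620, adjusted p = 0.0417). MSTRG.21694 fell from between 34 and 84 counts to 0 counts in both hypoxia libraries, at least 25.0-fold (adjusted p = 0.0212), and MSTRG.23779 fell from between 28 and 86 counts to 0 counts in both, at least 22.3-fold (adjusted p = 0.0235). All 4 lost their call when control replicate 3 was left out, and all but MSTRG.8548 also lost it without control replicate 2. Among the 4, only MSTRG.7726 lost its call with the replicate block (adjusted p = 0.0951). In midbrain, MSTRG.19074 rose with a log2 fold change of 4.57 (SE 0.790, adjusted p = 0.0239; with the replicate block, adjusted p = 0.0912). MSTRG.8463 rose with a log2 fold change of 3.66 (SE 0.863, adjusted p = 0.0458; with the replicate block, adjusted p = 0.196). MSTRG.26257 fell from between 43 and 107 counts to 0 counts in both hypoxia libraries, at least 22.7-fold (adjusted p = 0.00420; with the replicate block, adjusted p = 9.26e-05). MSTRG.12547 fell from between 15 and 35 counts to 0 counts in both, at least 8.08-fold (adjusted p = 0.0127; with the replicate block, adjusted p = 0.00561). Without control replicate 3 the calls of MSTRG.8463 (adjusted p = 0.132) and MSTRG.12547 (adjusted p = 0.0565) were lost. Without control replicate 1 that of MSTRG.19074 was lost (adjusted p = 0.0562). MSTRG.8463 also lost its call with DESeq2 (adjusted p = 0.132), without a filter (0.0682) and with a mean count of at least 10 (0.0517). MSTRG.19074 also lost its call with DESeq2 (adjusted p = 0.0622) and without a filter (0.0754). The adjusted p of MSTRG.26257 was at most 0.0288 over the alternatives. In hindbrain, MSTRG.1266 rose from 0 counts in the 3 controls to 22.2 ± 1.24 CPM (SD, n = 2), at least 59.0-fold (adjusted p = 2.06e-07). MSTRG.20605 rose from 0 counts to between 48 and 56 counts, at least 14.8-fold (adjusted p = 2.21e-05). MSTRG.1200 fell from 16.4 ± 2.75 CPM (SD, n = 3) to 0 counts in both hypoxia libraries, at least 50.9-fold (adjusted p = 3.04e-07). MSTRG.23370 fell from between 64 and 131 counts to 0 counts in both, at least 34.3-fold (adjusted p = 0.000303).

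As a reference for the size of the hypoxia effect, the 3 regions were compared in the 9 control libraries. Of 20803 annotated features, 3699 differed between regions, or 17.8%, and 6297 had an unadjusted p under 0.05. With the replicate number as a block, 3985 features were called. Leaving out control replicate 3 lowered the number to 349.

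The position of each library between the control and hypoxia groups was measured in each region along the direction in which hypoxia changed the other 2 regions, over 22874 annotated features. On this scale the mean of a region's controls is 0 and the mean of its hypoxia libraries is 1. Forebrain control replicates 1, 2 and 3 stood at 0.363, -0.215 and -0.148. The midbrain controls stood at 0.256, -0.275 and 0.0194, and the hindbrain controls at 0.0386, -0.0604 and 0.0218. The hypoxia libraries lay between 0.997 and 1.00 in all 3 regions.

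**Figure D4:**
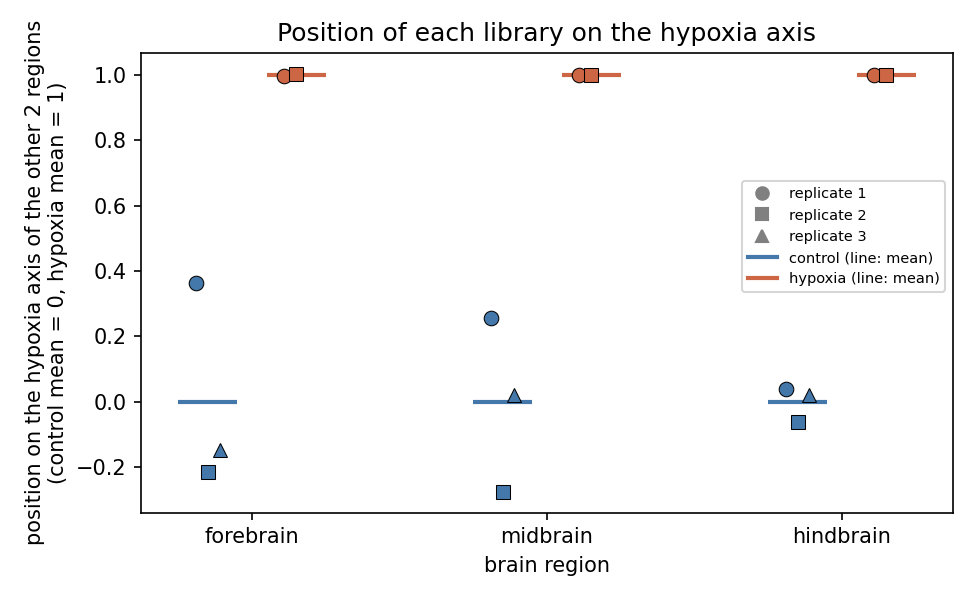
Each point is 1 library, with brain region on the x axis and, on the y axis, the position between that region's control mean (0) and hypoxia mean (1) along the hypoxia direction of the other 2 regions. Control libraries are blue and hypoxia libraries orange, marker shapes give the replicate number and horizontal lines the group means. Control replicate 1 stands at 0.363 in forebrain and 0.256 in midbrain, midbrain control replicate 2 at -0.275, and the hindbrain controls lie between -0.0604 and 0.0386.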

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

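The test of dependence on a single control replicate number was chosen after the result had been seen. The effect of hypoxia differed between the brain regions for 12 of 22874 annotated features, by edgeR's test of the interaction of region and treatment in the fit of all 15 libraries. For 9 of these 12 the change had opposite signs in some of the regions. The regions differed much more in the number of features called within each of them, from 1602 in forebrain to 10676 in hindbrain, but a difference in the number of calls is not a test of the difference in effect. On simulated counts the interaction test recovered 60.5% of 200 features changed by 2 on the log2 scale in 1 region, so a test of this size does make calls.

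Sequencing depth was tested first. With all libraries thinned to the lowest depth, 13 features were called and 10 of the 12 were among them, so depth does not account for the result. Leaving out features that take over 1% of a library left the number at 12. With the replicate number as a block, 18 features were called, and only 10 of the 12 were among them. Dependence on a single control replicate number remained open. Without control replicate 1 in any region 59 features were called, including all 12, whereas without control replicate 2 a single feature was called. Without control replicate 3 there were 0 called features. At an unadjusted p under 0.05 there were 2842 without control replicate 2 and 1831 without control replicate 3, against 2506 with all libraries. In both of the latter fits 0 of the 12 were called. A fit with fewer libraries can call fewer features, although the unadjusted number fell only without control replicate 3. The 12 lost their calls without either of these numbers, and with all libraries their adjusted p lay between 0.0137 and 0.0308. Lost calls in these fits therefore cannot decide whether the 12 depend on a single control number. GC content, gene length and reads shared between gene copies were not tested, because the identifiers could not be matched to an annotation. A response to hypoxia that differs between regions therefore may exist for these features, but 0 of them held under every control left out.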

How the results depend on the processing

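Of the 123 comparisons made between a main result and its value under an alternative, 100 stayed within 1.5 times of the reported number of calls and 23 did not. The cause was not tested for these 23. In forebrain, where 1602 features were called, DESeq2 called 3221, the fit with all 15 libraries 4363 and the fit with the replicate block 662. On simulated counts, 24.6% of the DESeq2 calls and 28.2% of the replicate block calls in forebrain were false, against 12.4% in the fit as reported. The share for the replicate block was 32.2% in midbrain, against 11.5%, and 28.3% in hindbrain, against 11.6%. The fit with all 15 libraries called 3165 features in midbrain, against 2011. Requiring an absolute log2 fold change of at least 1 left 5593 of the 10676 hindbrain features. For the unannotated loci, adjusting over the loci alone raised the number from 128 to 239 in forebrain (74 higher, 165 lower) and from 188 to 381 in midbrain (166 higher, 215 lower), and the replicate block lowered the forebrain number to 67. The interaction of region and treatment, called for 12 features, was called for 32 without a filter and for 403 with DESeq2.

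Across the 3 fits that each left out a control replicate, the number of calls ranged from 48 to 7138 in forebrain and from 408 to 2889 in midbrain. It ranged from 1 to 235 (69 higher, 166 lower, against 6 and 122 as reported) for the loci in forebrain, from 60 to 237 for those in midbrain, and from 349 to 3388 for the regions in controls, reported as 3699. For the interaction it ranged from 0 to 59, and the fit with 0 had 1831 features at an unadjusted p under 0.05. Without forebrain control replicate 1, 1591 of the 1602 features were called again among the 7138. The reported share of forebrain calls that were higher in hypoxia, 39.3%, became 60.5% without control replicate 2 and 72.9% without control replicate 3. Leaving out a hypoxia library within a region leaves 1 library in that group, so these fits gave fold changes only. In the fit of all regions, leaving out each replicate number of either treatment gave between 7659 and 11929 calls, against 11395.

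The other forebrain, midbrain and hindbrain alternatives stayed within 1.5 times of the reported numbers. Hindbrain calls ranged from 8054 to 11634 over all alternatives but the fold change threshold. Thinning all libraries to the lowest depth, chosen after seeing the data, gave 1489, 1761 and 9693 calls in forebrain, midbrain and hindbrain. The scaling alternatives changed the median log2 fold change of all features by less than 0.1 in each region. The replicate block was also fitted in hindbrain, where 9979 features were called. Control replicate 1 minus 2 correlated with hypoxia replicate 1 minus 2 at 0.0296 in forebrain and -0.0362 in hindbrain. These values gave no sign of pairing by number, but a single contrast per region cannot exclude it. The number of features called in all 3 regions in the same direction, 717, became 1404 with DESeq2 and 417 with the replicate block.

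Single named features and the number shared by all 3 regions made up 449 further comparisons. Of these 20 were weaker, 0 reversed and 6 moved. The weaker ones had adjusted p between 0.0517 and 0.196, and 8 of the 20 came from leaving out control replicate 3. Planned tests of genes known to respond to low oxygen were not run, because the identifiers carry no gene names. The loci were not in the fit with all 15 libraries, since whether a number means the same locus in each table is not stated. Thinning lowered the forebrain libraries little, so whether deeper sequencing would change the numbers of calls was not tested. Depth limits features near 3 counts, for which folds are lower bounds.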

Other observations

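The following tests were chosen after the result had been seen: those of mixing with RNA of the hypoxia libraries, the comparison of the loci with annotated features of matched abundance and with a selection on the difference, and the tests on features counted in 1 treatment only. The measure of mixing from rising and falling features replaced an earlier one whose choice of features used the same control libraries, and the result of the earlier one had been seen. The limits for reading the second test of mixing were also set after its result had been seen.

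The number of calls was compared with that from other splits of the libraries. In forebrain, 1 of the 10 splits of the 5 libraries into 3 and 2, the real one, gave as many calls. The split that set control replicates 2 and 3 against the other 3 libraries gave the next highest number, 872 against 1602. In midbrain and hindbrain too, 1 of the 10 splits gave as many, the real one, and the highest of the others gave 1 and 0. A share of 1 in 10 is the lowest that 10 splits can give, so these counts alone cannot exclude chance. For hypoxia over all regions, 1 of the 64 splits that exchanged same-numbered control and hypoxia libraries within regions gave as many calls as the real one, itself, with 7356 in the next highest. Splitting all regions alike, 1 of 10 splits gave as many, and the one with control replicates 2 and 3 set apart gave 7217. For the comparison of regions in controls, 1 of the 36 splits with a library of each replicate number in each group gave as many calls, and the next highest number was 1085.

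Control replicate 1 stood part of the way toward the hypoxia libraries in forebrain, at 0.363 where the control mean is 0 and the hypoxia mean is 1, and in midbrain, at 0.256. Since the control mean is fixed at 0, a position depends on the other controls. In midbrain control replicate 2 departed farther, at -0.275, and control replicate 3 stood at 0.0194, so there control replicate 2 may equally be the library apart. Its log2 CPM correlated with the hypoxia libraries at 0.865 and 0.868, and that of the other midbrain controls at between 0.909 and 0.926. In forebrain the other controls stood at -0.215 and -0.148. In hindbrain it stood at 0.0386, and the other controls at -0.0604 and 0.0218. Sequencing depth was not the reason, since after thinning the positions were 0.360 and 0.260. Admixture of another brain region was tested by restricting the measure to 11201 features with similar levels in the hypoxia libraries of the 3 regions, and the positions were 0.369 and 0.246. Mixing with RNA of the hypoxia libraries would move rising and falling features by the same fraction. In forebrain the fraction was 0.221 over 870 rising features (95% bootstrap interval 0.176 to 0.263) and 0.652 over 807 falling features (0.622 to 0.682), a difference of -0.431. In midbrain it was 0.267 over 919 rising features (0.240 to 0.298) and 0.372 over 933 falling features (0.328 to 0.411), a difference of -0.104, close to the margin of 0.1 that had been set. A second test of mixing with RNA of the hypoxia libraries was read from features absent from the other controls. In forebrain 12 such features stood at 0.190 of their hypoxia level in control replicate 1, with 86 counts against a mean of 488. In midbrain there was 1 such feature, with 0 counts against 190, a fraction of 0. A single mixture cannot give different fractions for rising and falling features, but the forebrain position cannot be told apart from a smaller admixture acting beside another cause. The fish or tissue behind forebrain control replicate 1 may have shared part of the low-oxygen state for reasons the labels do not give, and this is a hypothesis.

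ENSDARG00000039066, a feature chosen here after its values were seen, showed the same library in a single count. In hindbrain the controls held 7, 0 and 2 counts and the hypoxia libraries 1763 and 1423. In forebrain the controls held 1041, 23 and 59 counts, and the hypoxia libraries 1252 and 1325. In midbrain the controls held 656, 5 and 614 counts, and the hypoxia libraries 1273 and 1611. Forebrain control replicate 1 and midbrain control replicates 1 and 3 were thus far above the other controls, and no explanation was tested for this feature.

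More features were called in hindbrain than in forebrain, 9335 against 1407 on the 19573 features common to the 3 regions, a ratio of 6.63. The number with an absolute log2 fold change of at least 1, whatever the p, was 4745 against 3565, a ratio of 1.33. Sequencing depth did not explain the difference, as 9693 features were still called in hindbrain after thinning, against 1489 in forebrain. The spread between libraries was smaller in hindbrain, but the ratio of 1.33 cannot decide whether that gave the larger number of calls. Spread alone can bring features past an absolute log2 fold change of 1, more so in forebrain. Forebrain control replicate 1, which stood toward the hypoxia libraries, can also make forebrain changes smaller. The BCV was 0.162 in hindbrain and 0.276 in forebrain. The difference in calls depended on single forebrain controls: without control replicate 1 there were 7138 calls in forebrain and 9544 in hindbrain, and without control replicate 3 there were 48 and 9640. A larger hypoxia effect in hindbrain is not excluded, since the median absolute log2 fold change was 0.49 there and 0.39 in forebrain.

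Nearly all deposited unannotated loci separated hypoxia from control: 354 of 357 in forebrain, 541 of 553 in midbrain and 750 of 789 in hindbrain, where chance gives 20%. Abundance differing from the annotated features was not the reason, since the highest of 1000 matched lists reached 55.7%, 51.0% and 64.4%. A choice of loci by a DESeq2 test of hypoxia against control at an adjusted p under 0.05 would leave loci that nearly all pass it again. On the deposited counts 52.4%, 42.0% and 69.1% did. A choice by an unadjusted p or by another test was not excluded. In edgeR's test, 239 of 244, 382 of 400 and 552 of 581 tested loci had an unadjusted p under 0.05. With DESeq2, 83.8%, 80.5% and 79.0% of loci did, against 20.3%, 17.8% and 36.5% of annotated features. The smallest absolute log2 difference of any locus was 0.68, 0.66 and 0.36, whereas 68.6%, 70.9% and 38.7% of annotated features in the same abundance range differed by less. These gaps suggest that loci entered the tables after a selection on the difference between hypoxia and control, by a rule the labels do not state. If so, the share of loci called says nothing about how often unannotated loci respond to hypoxia. No biological explanation was tested.

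Features counted in 1 treatment only were uneven. Of the 32520 annotated features, 56 had at least 10 counts in all 9 controls and at most 3 in all 6 hypoxia libraries, and 11 of these had 0 counts in every hypoxia library. The opposite held for 2 features. Sequencing depth was not the reason, because after thinning the numbers were 58 and 2. Whether chance could give so uneven a pair of numbers was not tested. The 2 rules were not equal, since the second needed 9 libraries at 3 counts or fewer and the first 6. Counts in a single control, such as forebrain control replicate 1, were enough to remove a hypoxia-only feature. Among the loci, those at 0 in all hypoxia and in all control libraries numbered 82 and 2 in forebrain. They numbered 106 and 1 in midbrain, and 114 and 44 in hindbrain. How far the rules gave the imbalance was not tested. A genetic difference between the control and hypoxia fish could also give features that are absent from all libraries of a group. Between control replicate numbers, 4 features were present or absent in all 3 regions of a single number, all of them for number 2. These 4 are few beside the 56, and whether libraries with the same number are from the same fish is not stated. The count thus cannot decide whether a genetic difference gave the pattern. Some strong falls shared by the regions stood side by side in the deposited order. In forebrain, midbrain and hindbrain the log2 fold changes were -7.95, -5.55 and -8.77 for ENSDARG00000100142. For ENSDARG00000104239, close to it, they were -6.73, -7.19 and -7.46. Other features close by changed little, such as ENSDARG00000103471 (-0.21, 0.61 and 0.12). Whether this order follows the genome is not stated, and it was not tested. ENSDARG00000039066 was not among the hypoxia-only features, because every forebrain and midbrain control held more than 3 counts of it.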
